A study of Mus musculus with 6 samples. Its data were reported in "Opposing effects on cardiac function by calorie restriction in different‐aged mice" (2017).

How the data were processed

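Gene expression was measured in the ventricular myocardium of male C57BL/6J mice on 6 Agilent single-dye arrays, 1 for each of 6 groups. Mice entered the experiment at 3, 12 or 19 months of age and were either fed ad libitum (AL) or placed on caloric restriction (CR), which was lowered in steps to 60% of AL intake. They were examined after 3 months of diet, at 6 (young), 15 (middle-aged) and 22 months (old). Per the labels, the RNA of each group was a pool of ventricular tissue, so each group has 1 array and no replicate. Total RNA had been amplified and labelled with Cy3 before hybridisation.

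The scanner tables deposited for each array hold an intensity per spot, as written by Agilent's Feature Extraction software: the processed signal (background-subtracted by that software), the median signal and the median local background, with flags for outlier, saturated and well-above-background spots. Each array has 44397 spots, of which 1377 are control spots, and 39429 probes that are not controls. The authors also deposited a table of processed log2 values. How these were normalized is not given in the sources used here. Each column of it has a median of 4.77. Each correlated with quantile-normalized log2 values made from the scanner tables at an r of 0.9998 or more. Its scale is therefore log2, it is quantile normalized across the 6 arrays above a floor, and it is not centred per gene. At the column minimum lay 39.2% and 37.6% of the values of the young AL and CR arrays. On the other arrays 9.9% to 19.3% did. Per the methods, the authors called genes by a fold change of at least 2 between the pools. The slide could be read for each array: both young and both middle-aged arrays share slide 1, and both old arrays share slide 2, which gives 2 slides. Every CR comparison therefore lies within 1 slide, and the age comparison of 22 with 6 months lies across slides.

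From the scanner tables, log2 of the processed signal was taken and the 75th percentile of the array's unflagged spots that are not controls was subtracted. Spots with an outlier flag were left out (between 92 and 554 per array), and no spot was saturated. Replicate spots of a probe were averaged. A probe counted as well above background on an array when at least 50% of its unflagged spots had that flag. Probes were named by their RefSeq accession, without version, through a symbol table of the assembly GRCm38.p6, which was used for names only. It matched 27234 of 28684 such probes (94.9%), giving 20659 gene symbols, and other probes kept the accession or identifier in the files. A gene's value was the mean over its probes that were well above background on both arrays compared, and genes whose probes differed by at least 2-fold were counted. A gene seen above background on 1 of 2 arrays was given a bound: the bright array's value against the higher of the dim array's lowest signal well above background and the dim probe's own signal, with no fold where this fell under 1. For genes named from limma that were below background on both arrays of an age, the means of both arrays were used in the same way. The alternative background correction started from the median signal and the median local background of each spot.

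For CR against AL at each age and for AL mice of 15 or 22 months against 6 months, genes with a fold of at least 2 were counted, with no test, since there is 1 array per group. The error attached to a single gene, its signal error, is the error that Feature Extraction gives for the processed signal. It was taken relative to the signal and combined over both arrays. It covers spots only and not mice or pools, and it is not the spread of replicate spots. Differences are CR minus AL, or older minus younger, on the log2 scale. The CR differences of a pair of ages were correlated across genes, and the AL age differences were correlated with the CR differences and set beside 200 simulations of unchanged groups that share the same array. Genes are not independent replicates, so no p-value is given for these. For gene lists, the median difference of the measured members was given with its percentile among 10000 random lists of the same size, matched on mean expression in 20 classes. This percentile describes these arrays and is not a test of the diets. The lists were 8 from the study's subject (AMPK subunits, FOXO factors, FOXO targets, and markers of hypertrophy, fibrosis, inflammation, senescence and autophagy), with 47 genes in all, and 21 others. These others were clock output, the positive arm of the clock, the fasting and PPAR response, the glucocorticoid response, erythroid, platelet, B and T cell, white adipocyte, brown adipocyte, atrial, skeletal muscle, ventricular cardiomyocyte, fibroblast, endothelial, macrophage, mesothelial, Schwann cell, proliferation, oxidative phosphorylation, immediate early and heat shock genes. The list named positive arm held Arntl, Npas2, Clock, Nfil3 and Cry1. Of these, Nfil3 and Cry1 are repressors, so the name does not describe the whole list.

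A change shared by the ages or diets was tested with limma on all 6 arrays, with age class and diet as factors and Benjamini-Hochberg adjusted p under 0.05. This leaves 2 residual degrees of freedom, to which the empirical Bayes step added a prior of 3.42. The fit covered 22471 genes above background on at least 3 arrays, after 228 genes with a flagged spot were left out. Genes named in the text follow a rule: every gene of the 8 study lists, the 5 largest rises and 5 largest falls with CR at each age among genes with a symbol, up to 5 genes per direction with the smallest adjusted p in limma or the 3 with the smallest unadjusted p where none passed, and Xist, Ddx3y, Eif2s3y, Kdm5d and Uty as a check of sex.

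The groups, tests, named-gene rule, the 8 study lists, the 21 other lists and the alternatives were fixed before the data were examined. The alternatives were scaling to the median, quantile normalization, normexp background correction with an offset of 50, the deposited log2 values, only probes well above background on all 6 arrays, no filter on dim probes, the brightest probe per gene, each probe on its own, a fold of 1.5, and for limma an intensity trend in the prior, slide in place of age, the other factor left out and leave-one-out fits. The leave-one-out fits without a single array of the young or old mice, and 5 further gene lists (more platelet genes, neutrophil, spermatid and testis, other collagens and matrix, fibroblast without matrix), were added after the data were seen. The counting by fold was tested on simulated data for each comparison, where it called 200 of 200 genes changed 4-fold and 0 unchanged genes. The simulated noise was the SD of replicate spots, small beside the 2-fold threshold, so this outcome was fixed in advance. It checks the counting only and gives no rate of false calls from differences between pools or mice. The limma step, tested on simulated data of the CR effect over 22471 genes, called 179 of 200 genes changed 2-fold with 7 unchanged genes at a noise (SD) of 0.257 on the log2 scale, the median of the 6 arrays. At the noise of the 4 older arrays, 0.168, it called 200 of 200 with 17 unchanged genes. It called 0 genes at either noise when none was changed. The simulated noise was equal for all genes, which that of the arrays is not. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used. The study's pathway analysis, RT-qPCR, proteins and miRNA arrays are not analysed here.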

Results

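The series compared hearts of AL and CR mice at 3 ages to ask whether the age at which CR starts changes its effect on cardiac gene expression. Each of the 6 groups was represented by 1 array of 1 RNA pool, so no difference between a single pair of groups has a replicate check, and the number of arrays limits the precision of every value.

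The young arrays were dimmer than the others. Of 39429 probes, 14192 (36.0%) were well above background in young AL mice and 13378 (33.9%) in young CR mice. In middle-aged mice, 30407 probes (77.1%) passed on the AL array and 24280 (61.6%) on the CR array, and in old mice 28111 (71.3%) and 27406 (69.5%) did. The 75th percentile of the processed signal was 29.3 and 23.1 in young AL and CR mice, 381 and 199 in middle-aged mice, and 299 and 266 in old mice. Replicate spots of a probe varied by an SD of 0.12 and 0.11 on the log2 scale on the young AL and CR arrays, and by 0.07 to 0.08 on the others.

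**Figure D1:**
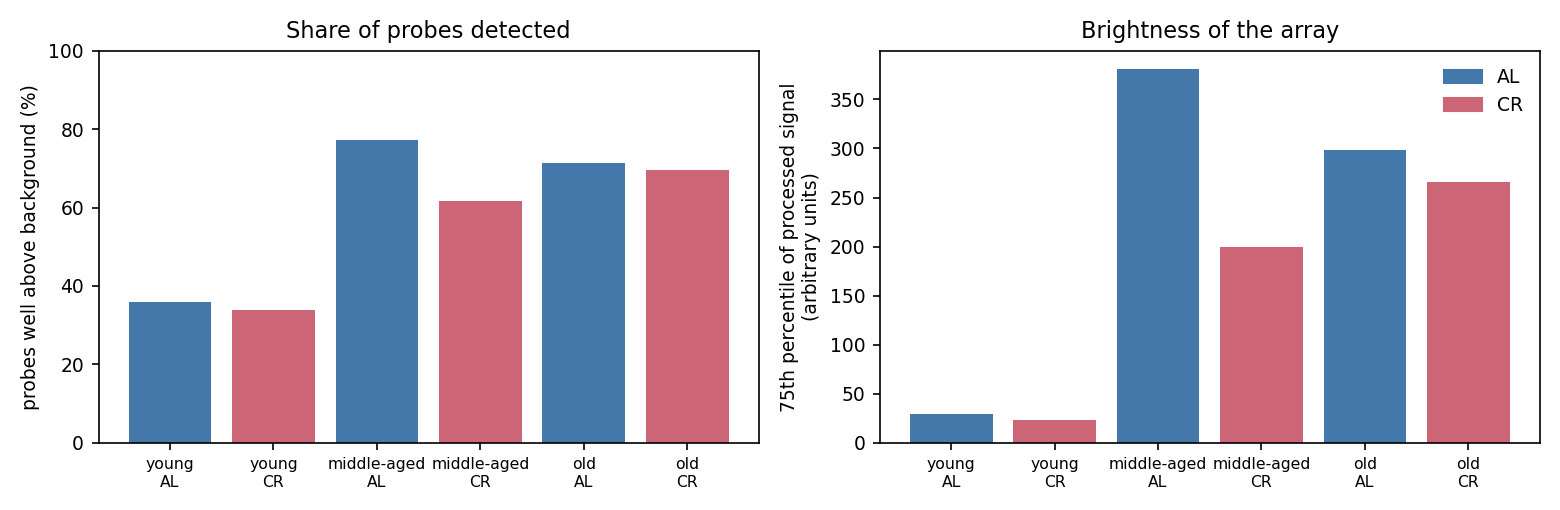
Share of probes well above background (left, percent of 39429 probes) and the 75th percentile of the processed signal (right, arbitrary units) for each of the 6 arrays, AL in blue and CR in red. The young arrays have 36.0% and 33.9% of probes above background, against 61.6% to 77.1% on the other 4.

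The young arrays also differed in which probes were bright. Over the 11365 probes well above background on all 6 arrays, log2 signals correlated at 0.984 between the young AL and young CR arrays, and at 0.969 to 0.987 among the 4 arrays of middle-aged and old mice. Between a young array and any of these 4, the correlation lay between 0.382 and 0.483. Over all 39038 probes compared, it lay between 0.62 and 0.694, against 0.965 to 0.984 among the 4. The young arrays shared their slide with the middle-aged arrays.

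**Figure D2:**
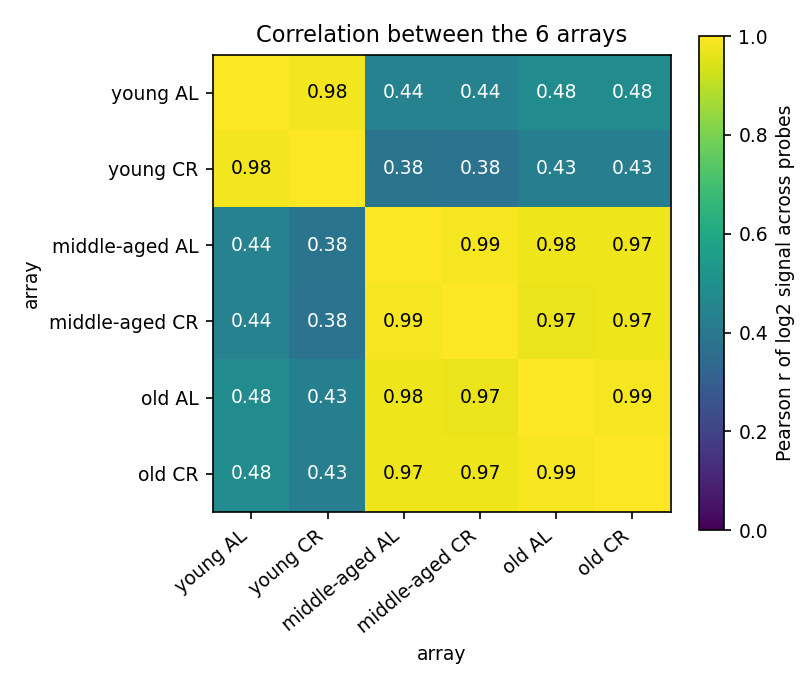
Pearson correlation of log2 processed signals between each pair of the 6 arrays, across 11365 probes well above background on all of them. Both young arrays correlate at 0.382 to 0.483 with the other 4, which correlate at 0.969 or more with each other.

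The effect of CR at each age was taken as the log2 difference between the CR and AL pools. In young mice, 302 of 11057 measured genes (2.73%) changed by at least 2-fold, 175 higher and 127 lower with CR. In middle-aged mice, 969 of 20271 genes (4.78%) did, 437 higher and 532 lower. In old mice, 1313 of 22287 genes (5.89%) did, 424 higher and 889 lower. As a ratio, the alternative that moved these counts most was no filter on dim probes in young and middle-aged mice, with 3241 and 5290 genes, and only probes above background on all 6 arrays in old mice, with 409. The median difference over all measured genes was 0.08, 0.09 and 0.11 at 6, 15 and 22 months, and with it subtracted the counts were 135 higher and 174 lower, 339 higher and 675 lower, and 308 higher and 1115 lower. Some genes were above background in 1 of the pools only: 910 in the CR pool and 1511 in the AL pool of young mice, 85 and 4808 in middle-aged mice, where the AL array was the brighter, and 603 and 1113 in old mice. Of these, 82 were at least 2-fold higher and 63 at least 2-fold lower with CR in young mice, 84 and 171 in middle-aged mice, and 140 and 171 in old mice. Where a gene had several measured probes, they differed by at least 2-fold from each other in 70 of 1079 genes at 6 months, 270 of 3331 at 15 months and 305 of 3723 at 22 months.

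In young mice, the largest falls with CR were in B2m (NM_009735), Kdm4b, Aqp1, Fabp4 and Sparcl1, with log2 differences of -2.70, -2.16, -1.96, -1.93 and -1.82. The largest rises were in Runx1, Nrf1, Add2, Efna4 and Pla2g2f, with log2 differences of 3.37, 3.26, 3.08, 2.78 and 2.70. Runx1 rested on 1 of 2 probes and Nrf1 on 1 of 3. All these rises had lower scaled signals in middle-aged than in young AL mice, with log2 differences of -8.07 to -1.87. Of the falls only Kdm4b did, at -3.87. The young arrays stood apart in which probes were bright, so these rises may not follow the transcripts. The signal errors of these falls and rises were 0.20 to 0.35.

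In middle-aged mice, the largest falls were in Gp9, Ppbp, Alox12, P2ry12 and Clec1b, all genes of platelets, by log2 differences of -6.93, -6.70, -5.88, -5.61 and -5.33. For Gp9 this is a 122-fold lower signal in the CR pool. Clec1b had 3 probes, which gave -6.27 to -3.78. The largest rises were in Prc1, Cdca3, Cenpe, Irs2 and Lockd, with log2 differences of 3.13, 2.74, 2.67, 2.55 and 2.5.

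In old mice, the largest falls were in Prm1, Tnp2, Thbs1, Spon2 and Spertl, with log2 differences of -4.93, -4.70, -3.37, -3.04 and -3.00, of which Prm1, Tnp2 and Spertl are genes of spermatids. The largest rises were in Slc15a2, Sbk3, Irx2, Ccdc137 and Defb26, with log2 differences of 3.46, 2.44, 2.01, 2.01 and 1.98.

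The study's question about AMPK and FOXO was addressed gene by gene. In young mice, 2 of 7 AMPK subunits were well above background in both pools. Prkab1 differed by -0.001 on the log2 scale, within its signal error of 0.285, and Prkag2 by -0.25, with an error of 0.22. The other 5 subunits, Prkaa1, Prkaa2, Prkab2, Prkag1 and Prkag3, were not well above background in either young pool and have no fold. Among the FOXO factors, Foxo4 differed by 0.04 with an error of 0.38, and this sign flipped to -0.25 with median scaling, -0.05 with quantile normalization and -0.06 in the deposited log2 values. Foxo1 was well above background in the young AL pool only, through 1 of 2 probes, and was at least 1.24-fold lower with CR. Foxo3 was not well above background in either pool. In the deposited log2 values, taken without a filter on signal, Prkaa2, Prkab2 and Prkag1 were 2.12-, 2.41- and 4.17-fold lower with CR. The processed signals behind these folds were 3.1 against 5.0 for Prkaa2, 3.2 against 5.7 for Prkab2 and 3.6 against 14.8 for Prkag1, none well above background. In the deposited values 37.6% of the young CR column lies at its minimum, so these folds may be taken against a floor. The 2 Foxo1 probes were 3.01- and 2.61-fold lower in the same values.

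In middle-aged and old mice, all 7 AMPK subunits and all 3 FOXO factors were measured, and none changed by 2-fold. With CR in middle-aged mice, Prkaa1, Prkaa2, Prkab1, Prkab2, Prkag1 and Prkag2 differed by 0.02 to 0.30 and Prkag3 by -0.28. The sign of Prkag1, at 0.02, flipped under quantile normalization (-0.14), normexp (-0.07) and in the deposited values (-0.14), and that of Prkag3 under normexp (0.15). In old mice Prkaa1, Prkaa2, Prkab1, Prkab2 and Prkag1 differed by 0.11, 0.62, 0.51, 0.25 and 0.54, while Prkag2 and Prkag3 differed by -0.05 and -0.06, the latter turning to 0.04 under normexp. Foxo1 differed by 0.43 in middle-aged and 0.41 in old mice. Foxo4 differed by 0.78, with an error of 0.34, in middle-aged mice and by -0.10 in old mice, where normexp gave 0.09. Foxo3 differed by -0.33, with an error of 0.35, in middle-aged mice, where normexp gave 0.42, and by 0.47 in old mice.

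**Figure D3:**
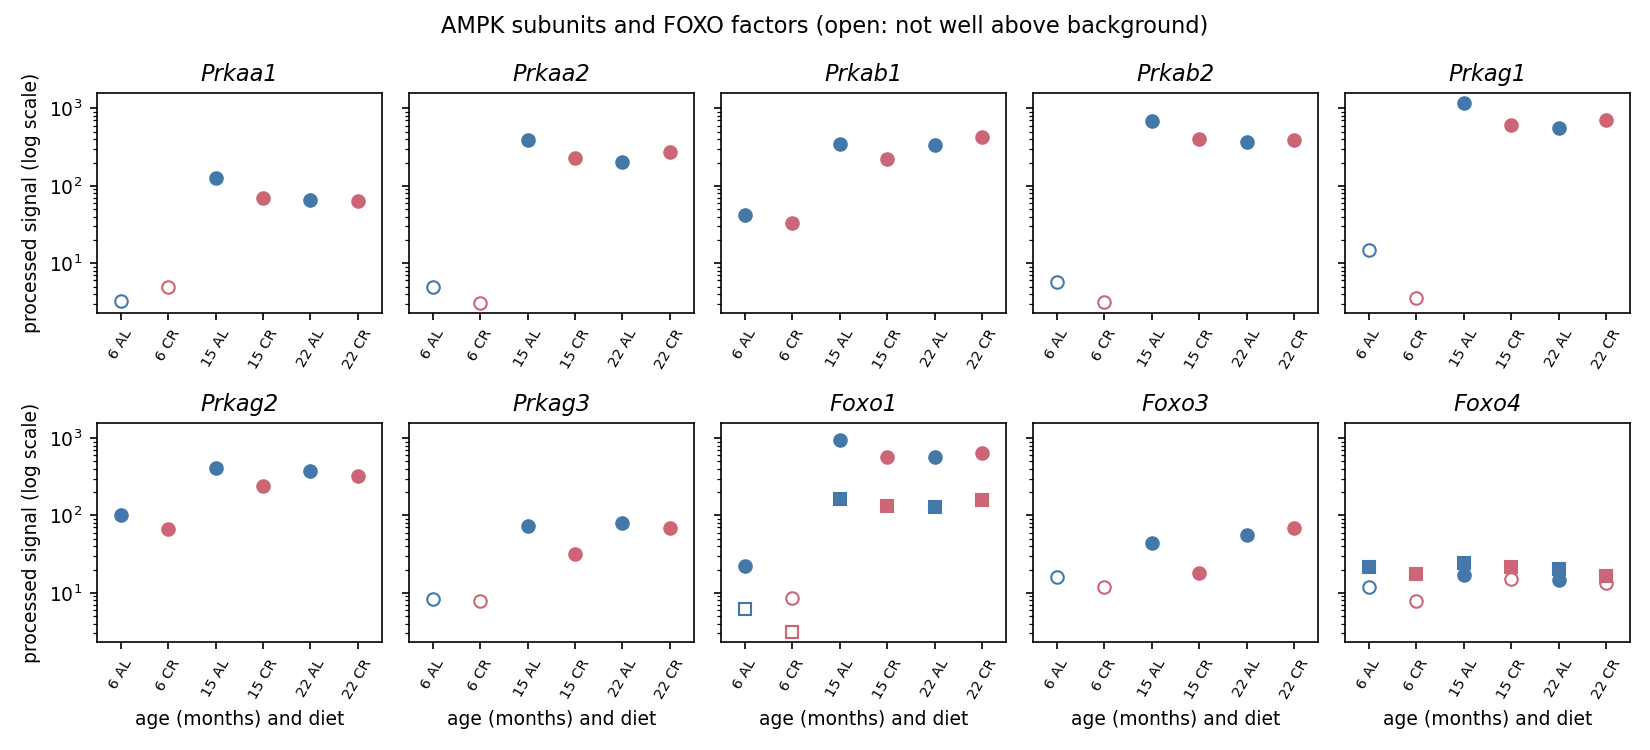
Processed signal (log axis, arbitrary units) of each probe of the 7 AMPK subunits and 3 FOXO factors on the 6 arrays, AL in blue and CR in red, with a square for another probe of the same gene and open symbols where the probe was not well above background. Signals are before scaling, so brightness differs between arrays, and in young mice Prkaa1, Prkaa2, Prkab2, Prkag1, Prkag3 and Foxo3 are open in both pools.

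As lists, the AMPK subunits had a median difference of -0.13 over 2 genes in young mice, 0.15 over 7 in middle-aged and 0.25 over 7 in old mice, at the 27.2, 70.6 and 84.6 percentiles of random matched lists. Median scaling moved the AMPK median of young mice most, to -0.41. The FOXO factors had medians of 0.04 (1 gene), 0.43 and 0.41, at the 38.2, 85.1 and 91.3 percentiles, and with only probes above background on all 6 arrays the last turned to -0.10. The FOXO targets had medians of -0.18 over 10 genes, 0.44 over 17 and 0.32 over 17, at the 3.08, 99.7 and 98.3 percentiles, and without a filter on dim probes the median of young mice turned to 0.26. Of the FOXO targets, 5 of 10 were lower with CR in young mice, 5 of 17 in middle-aged and 4 of 17 in old mice.

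Across the 47 genes of the 8 study lists, 18 were measured in both pools in young mice, 42 in middle-aged and 41 in old mice. In young mice 0 of them changed by 2-fold, and 24 were below background in both pools. In middle-aged mice Gabarapl1, Bbc3, Nppb, Myh7, Col3a1, Il1b and Cdkn2a were higher with CR, by 1.30, 1.03, 1.97, 1.30, 1.08, 1.19 and 1.07 on the log2 scale, and Bid and Becn1 were lower, by -1.59 and -2.34. In old mice Col1a1, Col3a1 and Ccl2 were lower with CR, by -1.42, -1.88 and -1.18. Map1lc3b and Sod1, which the study counts among FOXO targets, differed by -0.81 and -0.71 in young mice and by 0.36 and 0.29 in old mice. In middle-aged mice Map1lc3b differed by 0.46, and Sod1 by 0.36, which fell to -0.03 under quantile normalization. The value of Sod1 in old mice fell to 0.02 in the deposited values. Bnip3 differed by 0.72 in young mice through the 1 of its 3 probes above background there. Il6, Tnf and Mmp9 were not well above background in any CR comparison.

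The hypertrophy markers had medians of 0.37 (1 gene), 1.30 and 0.12 at 6, 15 and 22 months, the one of middle-aged mice at the 99.99 percentile. The fibrosis markers had medians of -0.12, 0.50 and -0.78, at the 29.8, 96.9 and 0.21 percentiles. The inflammation markers had medians of 0.06, 0.13 and -0.15, all inside the middle 95% of random lists, with a change of sign at 6 months under median scaling (-0.23) and normexp (-0.10) and at 15 months with only probes above background on all 6 arrays (-0.32). The senescence markers had medians of 0.75 over 2 genes and 0.23 over 1 gene at 15 and 22 months. The autophagy list had medians of -0.72, 0.45 and 0.38, at the 0.52, 94.0 and 93.8 percentiles, while its mean at 15 months was -0.20 because of Becn1.

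**Figure D4:**
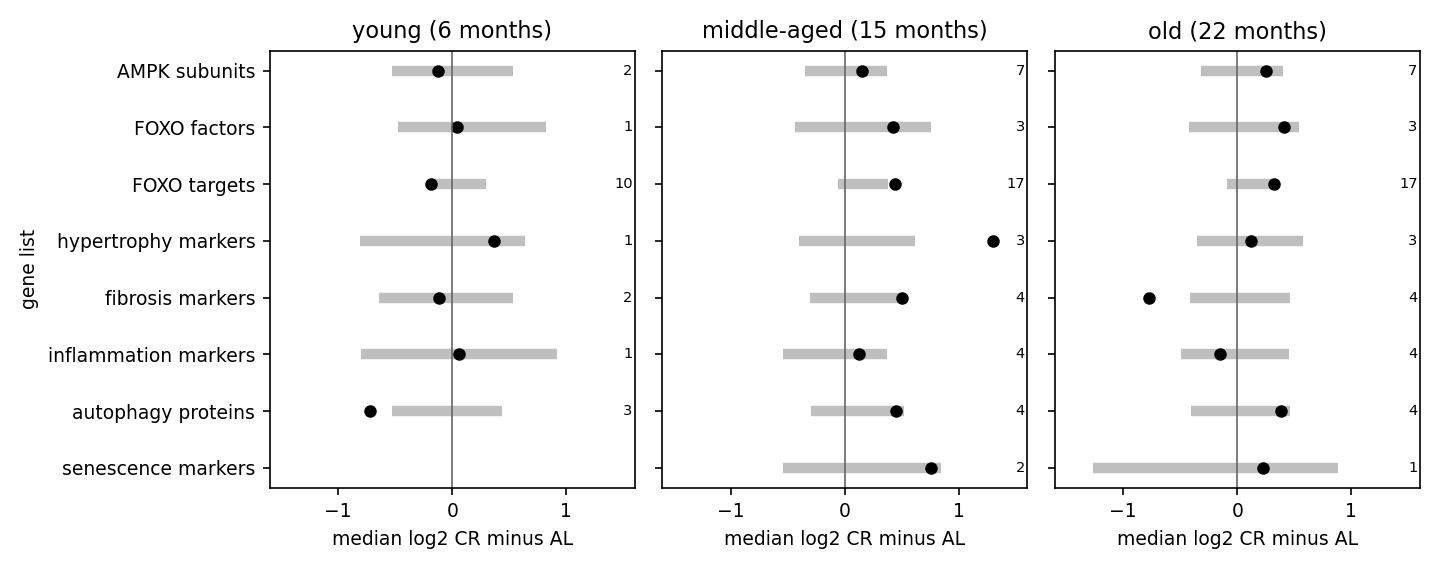
Median log2 difference CR minus AL (points) of the 8 study lists at each age, with the middle 95% of 10000 random expression-matched lists (grey bars) and the number of measured genes at the right. Senescence markers have no measured gene in young mice, and 5 medians lie outside the bars: autophagy in young mice (-0.72), FOXO targets (0.44) and hypertrophy (1.30) in middle-aged mice, and FOXO targets (0.32) and fibrosis (-0.78) in old mice.

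The other lists described the sampled tissue. Ventricular cardiomyocyte genes had medians of -0.63, 0.29 and 0.48 at 6, 15 and 22 months. The young value lay below each of the 10000 random lists, the old value at the 99.5 percentile, and the middle-aged value turned to -0.04 under quantile normalization and in the deposited values. Oxidative phosphorylation genes had medians of -0.54, 0.53 and 0.62. In young mice 15 of 17 were lower with CR and in old mice 17 of 17 were higher, below and above each of the 10000 random lists. Fibroblast genes had medians of -0.15, 0.57 and -0.51, at the 20.7, 99.7 and 0.09 percentiles. Proliferation genes had medians of 1.21 in middle-aged and -0.63 in old mice, above each of the 10000 random lists and at the 0.23 percentile. Erythroid genes had medians of 0.07, -1.54 and 0.47, of which the first turned to -0.22 under median scaling. The middle-aged value lay below each of the 10000 random lists and the old value at the 98.4 percentile. The 3 measured platelet genes had a median of -6.70 in middle-aged and 0.32 in old mice. B and T cell genes had medians of -0.13, -0.76 and 0.12, of which the first turned to 0.14 without a filter on dim probes. White adipocyte genes had medians of 0.64, -1.11 and 0.24.

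Clock output genes had medians of -0.36, -0.62 and 0.34, and the list named positive arm of the clock 0.30, 0.66 and -0.34. In middle-aged mice the output genes lay below each of the 10000 random lists and the positive-arm list at the 99.9 percentile. With only probes above background on all 6 arrays, the 3 output genes left had a median of 0.25 in middle-aged mice. The fasting and PPAR response had medians of 0.002, 0.79 and 0.24, above each of the 10000 random lists in middle-aged mice, and the young value turned to -0.29 under median scaling. The glucocorticoid response had medians of -0.43, 0.33 and 0.32, the first at the 1.14 percentile. Immediate early genes had medians of 0.004, -0.65 and -0.09. The middle-aged value rested on 8 genes, below each of the 10000 random lists, and turned to 1.6 over the 2 genes above background on all 6 arrays. Heat shock genes had medians of -0.19, -0.02 and -0.26, the last at the 0.92 percentile.

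The remaining 7 lists stayed inside the middle 95% of random lists at each age where they were measured. Their medians at 6, 15 and 22 months were -0.49, 0.55 and 0.35 for brown adipocyte genes, 0.37, 0.08 and 0.37 for atrial genes, -0.09, 0.29 and 0.26 for skeletal muscle genes, -0.14, 0.14 and 0.01 for endothelial genes, 0.12, 0.17 and 0.01 for macrophage genes, and 0.36, -0.27 and 0.13 for Schwann cell genes. Mesothelial genes had medians of 0.33 and -0.14 at 15 and 22 months. Those under 0.2 in size are not read as a direction, since some changed sign with the scaling.

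Whether CR moved the same genes at the 3 ages was asked by correlating the differences across genes. The correlation of young with middle-aged mice was -0.109 (Spearman's rho -0.115) over 10207 genes, and that of young with old mice -0.159 (rho -0.163) over 10573 genes. The correlation of middle-aged with old mice was 0.285 (rho 0.258) over 19920 genes, of which 61.1% had the same sign. No array is shared within these pairs, and unchanged groups gave a simulated r of -0.001 for both pairs with young mice. The alternative that moved these values most was no filter on dim probes, under which the correlation of young with middle-aged mice was 0.005.

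Age was compared in AL mice. Of 12252 genes measured in both pools, 9354 (76.3%) differed by at least 2-fold between 15 and 6 months, 3215 higher and 6139 lower at 15 months, and of 12095 genes 9053 (74.8%) differed between 22 and 6 months, 3217 higher and 5836 lower at 22 months. With the median difference of all genes, -1.01 and -0.87, subtracted, the counts were 4699 higher and 4585 lower at 15 months and 4493 and 4447 at 22 months. The SD of these differences was 2.68 and 2.55 on the log2 scale, against 0.42 to 0.51 for the CR differences. A further 12807 and 11275 genes were above background in the older pool only. Different probes of a gene differed by at least 2-fold in 940 of 1351 genes for 15 months and in 928 of 1332 genes for 22 months. Without a filter on dim probes the counts were 24121 and 24098. Since the young arrays differ from the rest in brightness and in the order of their probes, these counts compare arrays and cannot be read as counts of age-regulated genes.

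The age difference of 15 with 6 months correlated with the CR difference of young mice at -0.329, where the shared young AL array alone gave a simulated r of 0.5 with equal noise and 0.646 with replicate-spot noise. It correlated at 0.057 with the CR difference of middle-aged mice, against simulated values of -0.5 and -0.312 from the shared array, and at 0.039 with that of old mice, with no shared array. The age difference of 22 with 6 months correlated with the CR difference of young, middle-aged and old mice at -0.293, 0.103 and -0.029. For young mice the simulated values were 0.5 and 0.635 and for old mice -0.5 and -0.332, and the pair with middle-aged mice shares no array. That pair's correlation changed sign with the processing and was -0.102 under quantile normalization. The simulated arrays held noise only, while the age differences varied across genes by an SD of 2.68 and 2.55. Replicate spots varied by an SD of 0.12 on the young AL array. The simulated values therefore do not show how much a shared array adds in these data, and the correlations are not judged against them.

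A change with CR common to the 3 ages was tested with limma. Of 22471 genes, 0 passed an adjusted p under 0.05, and 1082 had an unadjusted p under 0.05, 769 higher and 313 lower, a split that turned to 511 higher and 617 lower with median scaling. The 3 genes with the smallest p were CJ236021, Mybl1 and Olfr1132, each with a limma adjusted p of 0.81. Mybl1, well above background on all 6 arrays, had a log2 effect of -1.31 (SE 0.21). CJ236021 and Olfr1132 were well above background on 3 arrays each and on neither young array, so no effect is given for them. Under 12 alternatives limma again called 0 genes, with unadjusted counts between 3 and 2374, the latter without the 6-month pools.

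The age effect of 22 against 6 months, shared by both diets in the same limma fit, passed the threshold for 15464 genes, 7123 higher and 8341 lower in old mice. The smallest adjusted p of higher genes belonged to NAP092955-001, Wdr83os, Bptf, Pkdcc and Mapre3, which were not well above background on either young array and were at least 11.6-, 11.3-, 8.0-, 7.7- and 7.4-fold higher in old mice. Those of lower genes belonged to NR_003280, Rnu2-10, Blcap, A_55_P2033665 and XM_003085091, of which Rnu2-10 is a small nuclear RNA, all well above background on the 6 arrays, with log2 effects of -12.64, -10.47, -8.67, -8.67 and -8.44. These 10 genes had limma adjusted p between 6.5e-05 and 9.54e-05, and the difference had the same direction in both diets. Of the genes that passed, 3441 higher and 2134 lower ones were not well above background on either young array. Without a filter on dim probes 24946 genes passed. Both old arrays lie on the slide that holds no young array. The middle-aged arrays share the slide of the young arrays. Over the probes well above background on all 6 arrays, the middle-aged arrays correlated at 0.969 or more with the old arrays.

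The sex of the pools was checked. Ddx3y and Eif2s3y were well above background in all 4 pools of middle-aged and old mice and in neither young pool, and Kdm5d was below background in all CR comparisons. Uty, through 1 of 2 probes, was measured in both pools of middle-aged and old mice. In young mice Uty was at least 1.67-fold lower with CR, and Xist was above background in the CR pool only, at least 1.54-fold higher. Both bounds rest on 1 of 2 probes. The Xist signal of 17.7 lay near the lowest signal well above background on that array, 13.98. The Uty probe measured in the older mice was below background in young mice, at 11.1 with AL and 14.4 with CR. These values do not settle the sex of the young pools, which the study gives as male.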

Values the study reported

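The study reported that CR lowered FOXO1 and FOXO4 in young mice, by 3.0- and 2.05-fold. In middle-aged mice it gave rises of FOXO1, FOXO3 and FOXO4 with CR of 1.54-, 1.51- and 1.63-fold, and in old mice a rise of FOXO3 of 1.81-fold. For the AMPK subunits α2, β2 and γ1 it gave falls of 2.12-, 2.41- and 4.17-fold in young mice. For the FOXO targets Bnip3 and Map1lc3b its table lists falls of 1.54- and 1.88-fold in young mice. Its pathway analysis counted 20 pathways that rose with CR at 6 months, 15 at 15 months and 4 at 22 months, and 69, 24 and 18 that fell.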

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

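The tests of whole blood, of a CR effect at every age, of oxidative phosphorylation genes, of the young CR difference and its trend, and of genes lower with CR at 15 months were chosen after the results were seen. The further platelet, neutrophil and fibroblast lists and the count of pools that stand apart were set up before their values were seen. What drew attention to each result below is that CR moved it in opposite directions at a pair of ages. None of these differences between ages was tested, since each age has 1 array per diet. Values are the CR difference at the later age minus that at the earlier age, on the log2 scale.

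Platelet and red cell genes fell with CR in middle-aged mice, and red cell genes and some platelet genes were higher with CR in old mice. The difference between the ages was 7.58 for Gp9 (-6.93 and 0.65), 6.48 for Alox12 (-5.88 and 0.61), 5.95 for Clec1b (-5.33 and 0.62) and 2.01 for the erythroid list (-1.54 and 0.47). The processed signal of Ppbp was 24502 in the middle-aged AL pool, 123 in the middle-aged CR pool, 89.9 in the old AL pool and 82.9 in the old CR pool, so the middle-aged AL pool stands apart. A rise of platelet genes as a class in old mice is not shown, since Ppbp and P2ry12 differed by 0.05 and 0.13 there, near the median of all genes of 0.11, and 12 genes of the further platelet list had a median of 0.01. Of the platelet genes, 3 of 6 were measured in both middle-aged pools. A CR effect at every age is argued against by the platelet median of 0.32 in old mice and by the further list, whose 12 genes lay between -0.41 and 0.43 there. More whole blood in the AL pool is argued against as the whole cause, since the platelet and erythroid medians lay 5.16 apart. Of 10 measured genes of the further platelet list, 80.0% were at least 2-fold higher in the middle-aged AL pool, and 10 of 10 were higher. A candidate explanation is platelet-rich material, such as a clot, in the tissue of at least 1 animal of that pool. Whether leukocytes came with it stays open. The neutrophil list had a median of -0.50 over 8 genes that went both ways, with S100a8, S100a9 and Camp at -1.97, -1.39 and -1.27 and Lcn2 and Mpo at 0.71 and 0.66, and 3 measured B and T cell genes had a median of -0.76. Ngp, Ltf, Cxcr2 and Mmp8 were above background in the middle-aged AL pool only, whose array was also the brighter. A CR effect on platelets at 15 months only stays open and untested. Of the 524 genes lower with CR at 15 months and measured on the 4 older arrays, the AL pool lay apart from both old pools in 180 and the CR pool in 85, a ratio of 2.12. Over all 863 changed genes the ratio was 1.1, which argues against the AL pool as the source of the whole CR difference.

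Cardiomyocyte and oxidative phosphorylation genes fell with CR in young mice and rose in old mice. The difference was 1.11 for the ventricular cardiomyocyte list (-0.63 and 0.48) and 1.16 for the oxidative phosphorylation list (-0.54 and 0.62). Aqp1 differed by 2.70 (-1.96 and 0.74) between young and old mice, and Fabp4 by 2.99 (-1.93 and 1.06) and Sparcl1 by 2.58 (-1.82 and 0.76) between young and middle-aged mice. For the young side, the CR difference correlated at -0.397 (rho -0.359) across 10159 genes with the mean of the 4 older arrays minus the mean of both young arrays, where replicate-spot noise alone gave 0.073 and the CR differences at 15 and 22 months gave 0.135 and 0.073. Across all genes this is consistent with a CR array that lies somewhat farther from the older arrays than the young AL array does. As the whole cause of the young list medians, a linear trend of the fitted size, with a slope of -0.063, is argued against. With it removed, the median was -0.52 for the ventricular cardiomyocyte list, with 10 of 10 genes lower. For the oxidative phosphorylation list it was -0.44, with 15 of 17 lower. A slope this small could take little from the medians whatever their source. The result bears on that linear trend only and leaves other faults of the young CR array open. What else lowered these genes in the young CR pool was not tested. For the old side, a trend with brightness is argued against by the oxidative phosphorylation median, which lay at the 100 percentile of lists matched on expression. The scaling is argued against by its lowest median of 0.40 over the 8 settings, where the highest was 0.62. A CR effect on these genes in old mice, or a difference in the makeup of the old pools, stays open and rests on 1 array per diet.

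Collagen and fibroblast genes rose with CR in middle-aged mice and fell in old mice. The difference was -1.08 for the fibroblast list (0.57 and -0.51), -2.26 for Col1a1 (0.84 and -1.42) and -2.96 for Col3a1 (1.08 and -1.87). The fibroblast list holds Col1a1 and Col3a1, which the study also examined. Fewer fibroblasts in the old CR pool are argued against, though not excluded, by 13 genes of the further list named fibroblast without matrix. Their median was 0.13, with 11 of 13 higher with CR, against -1.07 for Col1a1, Col1a2, Col3a1 and Col5a1. This median lies near that of all genes, 0.11, so these 13 genes neither fell nor rose as a class. They include Lamc1 (0.03), a laminin chain and so a matrix gene. They also include Cd34 (0.13) and Ly6a (-0.21), which are not specific to fibroblasts. The number of fibroblasts is therefore not settled by this list. In the fibroblast list itself 8 of 8 genes were lower, and those that are not collagens differed by -0.02 (Dcn and Pdgfra), -0.36 (Lum) and -0.67 (Postn). A list of other collagens and matrix genes had a median of -0.49. Lower collagen expression with CR in old mice is a hypothesis that these values leave open. A chance difference between pools stays open as well, since no pool was repeated.

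Proliferation genes, Nppb, Sbk3 and Irx2 also moved in opposite directions at 15 and 22 months. The difference was -1.84 for the proliferation list (1.21 and -0.63), -2.56 for Nppb (1.97 and -0.59), 3.39 for Sbk3 (-0.95 and 2.44) and 4.00 for Irx2 (-1.99 and 2.01). Of the 339 genes higher with CR at 15 months and measured on the 4 older arrays, the CR pool lay apart from both old pools in 99 and the AL pool in 22. On the scale of single genes, the level of Irx2 was -2.46 in the old AL pool and -0.45 in the old CR pool, and that of Sbk3 was -3.10 and -0.66. Age-dependent CR effects and differences in how the pools were dissected were not tested against each other for these 4 results.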

How the results depend on the processing

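All alternatives named here were chosen in advance except the leave-one-out fits without a single array of young or old mice. Where a value moved or changed sign below, the cause was not tested unless the sentence gives it.

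With a fold of 1.5 the counts of genes changed by CR at 6, 15 and 22 months were 1495, 3745 and 3838, because the threshold is lower. Without a filter on dim probes they were 3241, 5290 and 2705, since probes near background, with no lower limit on their signal, are then counted. Normexp with its offset gave 107, 334 and 494. Probes above background on all 6 arrays gave 313 and 409 genes at 15 and 22 months. Fewer genes are counted there (10159), but a smaller share of them changed too than the 4.78% and 5.89% of the main setting. The cause of the smaller share was not tested. The other settings stayed within 1.5 times the main counts of 302, 969 and 1313: 6, 5 and 5 of 9 alternatives did so. For age, the counts without a filter on dim probes were 24121 and 24098, and 8 of 9 alternatives stayed within 1.5 times at either age.

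The split into higher and lower genes depended on the scaling. In young mice, 175 higher and 127 lower genes became 74 and 371 under median scaling, 144 and 186 under quantile normalization, 124 and 191 in the deposited values and 2492 and 749 without a filter. Of the 175 higher genes, 74 were called again under median scaling, and of the 127 lower genes, 127. In middle-aged mice, 437 and 532 became 659 and 361 under median scaling and 3522 and 1768 without a filter. In old mice, 424 and 889 became 1240 and 1465 without a filter and 1857 and 1981 with a fold of 1.5. For 22 against 6 months, 3217 and 5836 became 4094 and 4864 under median scaling. Relative to the main setting, median scaling moved the median of all genes by -0.29, 0.14, 0.59 and 0.61 for CR at 6 and 15 months and age at 15 and 22 months, and normexp by -0.11, 0.12, 0.46 and 0.46. Quantile normalization and the deposited values moved only the age medians by over 0.1, by 0.14 to 0.17, as did the brightest probe per gene and probes above background on all 6 arrays, by 0.10 to 0.16. No filter moved CR at 6 months by 0.145 and both age medians by -0.24 and -0.41.

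In limma, the count of 0 genes with a shared CR effect held under 12 alternatives, with 3 to 2374 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.301 without the 6-month pools. The split of 769 higher and 313 lower at an unadjusted p under 0.05 became 511 and 617 under median scaling, 487 and 523 under quantile normalization, 462 and 442 in the deposited values and 930 and 1444 without the 6-month pools. With slide as a block in place of age, 0 genes passed and 3 had an unadjusted p under 0.05. The age effect counted 15464 genes in the main setting, 8547 with probes above background on all 6 arrays and 24946 without a filter, which follow the number of genes tested (10159 and 32186 against 22471). Leave-one-out fits gave 12068 to 15176 genes. These leave 1 residual degree of freedom, and a lone array is assumed to vary like the others. The split of 7123 higher and 8341 lower became 10125 and 5770 under median scaling, 10011 and 6494 under quantile normalization, 5673 and 13075 under normexp, 10288 and 6583 in the deposited values and 6715 and 18231 without a filter. The age effect with slide as a block was not run, since slide is fixed by age, and fits without all pools of a diet were not run as tests, since they leave 0 degrees of freedom. The fold counts for single pairs have no leave-one-out, since each group has 1 array.

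Of the correlations between CR differences, 19 of 21 values under alternatives moved by less than 0.1. Without a filter on dim probes, that of young with middle-aged mice turned from -0.109 to 0.005 and that of young with old mice moved to -0.043. Correlations with the age difference were less stable. For 15 against 6 months with CR in young mice they moved to -0.217 in the deposited values and -0.119 without a filter. With CR in middle-aged mice they moved to -0.151 under quantile normalization, -0.170 under normexp, -0.143 in the deposited values and -0.257 without a filter, and with CR in old mice to -0.062 without a filter. For 22 against 6 months with CR in young mice they moved to -0.191 under quantile normalization, -0.176 in the deposited values and -0.098 without a filter. With CR in middle-aged mice the value of 0.103 turned to -0.102 under quantile normalization, -0.131 under normexp, -0.097 in the deposited values and -0.160 without a filter. With CR in old mice it moved to -0.172 without a filter.

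Of 573 list medians under alternatives, 390 moved by less than the limit set for them. Of all 573, 44 had the other sign, 2 of them for medians outside the middle 95% of random lists. At 6 months, median scaling gave -0.415 for the AMPK subunits, -0.245 for the FOXO factors and -0.472 for the FOXO targets, in line with the shift of all genes by -0.29. The FOXO targets moved to -0.426 with probes above background on all 6 arrays and to 0.26 without a filter. At 15 months, median scaling gave 0.285, 0.563 and 0.579 for the same lists. The FOXO factors moved to 0.782 with probes above background on all 6 arrays, where Foxo4 is the gene left, and to 0.228 with the brightest probe per gene. The FOXO targets moved to 0.222 under quantile normalization, 0.27 under normexp and 0.23 in the deposited values. At 22 months, with probes above background on all 6 arrays, the FOXO factors moved from 0.41 to -0.097, again Foxo4 alone, and the FOXO targets moved to 0.451. The same filter turned the clock output median at 15 months to 0.251 over 3 genes and the immediate early median to 1.604 over 2 genes. Among named genes, 894 of 1162 values moved by less than the limit set for them and 49 had the other sign, 2 of them for genes changed by at least 2-fold: Cat between 22 and 6 months to 0.283 with the brightest probe, and Adgre1 between 15 and 6 months to 0.207 without a filter.

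Signal over background limits the young mice most. With 36.0% and 33.9% of probes well above background there, 24 of the 47 study genes were below background in both young pools, and 18953 genes in all were below background in both.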

Other observations

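The tests of the correlation between probes of a gene on each array, of all probes at background, of the testis list and of the splits of the arrays were set up before their values were seen, and the other tests in this part were chosen after the result was seen.

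The young arrays stood apart from the other 4. Less labelled RNA of the same makeup is argued against, since the order of the probes changed too. Over the 11365 probes well above background on all 6 arrays, the highest correlation of a young array with an older array was 0.483. Over all 39038 probes compared it was 0.694. A difference between slides is argued against, since the middle-aged arrays share the slide of the young arrays. Yet middle-aged and old arrays, on different slides, correlated at 0.969 or more over the 11365 probes and 0.965 or more over all probes. Another tissue in place of ventricle is argued against, since 10 of 10 ventricular cardiomyocyte genes were well above background on both young arrays, at a median rank in the 98.8 and 98.3 percentiles of all probes. An age effect on transcripts as the whole cause is argued against, since it would move probes of a gene together. In the age differences probes of a gene differed by at least 2-fold in 69.6% and 69.7% of genes at 15 and 22 months, where probes paired at random gave 79.2% and 79.0%. An age effect on part of the genes stays open, as untested, and the differences of the first and last probe of a gene correlated at 0.267 and 0.231. A candidate explanation is signal that does not follow the transcripts. Of the brightest 5% of probes, 21 and 25 belonged to olfactory receptors on the young AL and CR arrays, against 5 or 6 on the others, so the lowest share on a young array was 3.51 times the highest on an older array. These are few probes, and among all olfactory probes the share well above background was 16.9% and 17.3% on the young arrays and 18.6% to 37.6% on the others, so only the brightest probes show it. Probes of a gene left this open: over 1026 genes, their correlation was 0.201 and 0.163 on the young arrays and at least 0.335 on the others, a gap of 0.135 that lies under the size set for the test. Structural RNAs were far brighter on the young arrays too, with log2 differences from 6 to 15 and 22 months in AL mice of -10.43 and -10.33 for the small nuclear RNA Rnu2-10 and -4.94 and -4.53 for the ribosomal RNA Rn28s1. Degraded or differently amplified RNA could give such a pattern, but no value here separates it from other faults of the RNA or the labelling. Counts of genes that differ between 6 months and the later ages carry this limit.

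The AMPK and FOXO folds of young mice in the deposited values rest on signals near background. Of 12 probes of these genes, 5 had a fold of at least 2 in those values, and 0 of the 5 were well above background on both young arrays, with 1 above it on the AL array and 4 on neither. Among all 24184 probes that were below background on both young arrays, 22.4% had a fold of at least 2 in the deposited values (5412 probes), against 3.06% of probes above background on both. Of probes above background on 1 young array only, as 1 Foxo1 probe was, 43.4% had such a fold. Folds of this size at such signals may therefore be background differences, and a true fall with CR in young mice is neither shown nor excluded by the arrays for the AMPK subunits among them. For Foxo1, above background in the AL pool only and through 1 of 2 probes, the arrays give a bound of at least 1.24-fold lower, which is below the folds in the deposited values.

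Some values here differ from those quoted from the study above. Foxo4 in young mice was 1.03-fold higher with CR. That is the opposite direction to the value quoted from the study above, but the direction is not settled here. The log2 difference of 0.04 lies inside its signal error of 0.38, and it was -0.25 under median scaling, -0.05 under quantile normalization and -0.06 in the deposited values. The other Foxo4 probe, below background in both young pools, was 1.62-fold lower in the deposited values. Foxo3 in middle-aged mice was 1.25-fold lower with CR, within its signal error. That is the opposite direction to the value quoted from the study above, and on the log2 scale it was -0.20 in the deposited values and 0.42 under normexp. No probe named for Foxo3 or Foxo4 gives the folds quoted for Foxo3 in middle-aged and old mice and for Foxo4 in young mice in the deposited values, and where these came from is not known here. Bnip3 in young mice was 1.65-fold higher with CR through its probe above background. That is the opposite direction to the value quoted from the study above. The size depended on the scaling, since this probe differed by 0.05 on the log2 scale in the deposited values. The direction is not settled here either. Over all 3 Bnip3 probes, the log2 difference was 0.25 without a filter on dim probes and -0.20 in the deposited values. Another Bnip3 probe, below background in both young pools with signals of 10.3 and 15.6, was 1.54-fold lower in the deposited values. For Prkaa2, Prkab2 and Prkag1 no fold is given for young mice, and the folds in the deposited values match those quoted. The study's RT-qPCR of these genes is not analysed here.

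Spermatid genes led the falls with CR in old mice. Of 17 measured genes of the further testis list of 20, 76.5% were at least 2-fold higher in the old AL pool and 17 of 17 were higher. The processed signals of Gsg1, Smcp and Tnp1 were 3647, 2692 and 897 in the old AL pool and 671, 603 and 114 in the old CR pool. Prm2 differed by only -0.03, although it would be expected among the abundant transcripts of spermatids. A faulty spot or slide position is argued against, since the list fell with CR in middle-aged mice too, on another slide, by a median of -0.92 over 15 genes, with 13 lower. Testis RNA in the AL pools is a candidate explanation that Prm2 speaks against, and a CR effect on expression of these genes in the ventricle stays open, as untested.

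Clock genes of middle-aged mice moved in opposite directions with CR. The list named positive arm lay 1.28 above the output genes, which a difference in clock phase between the pools could give. Its 4 measured genes lay between -0.65 and 1.21, with 3 higher and 1, Cry1, lower with CR. Since the list also holds the repressors Nfil3 and Cry1, its median is not that of the positive arm alone. Daily feeding at a set time, which the study used for CR, could shift the phase, and so could a difference in the time of sampling. In old mice, on the same feeding, the output genes had a median of 0.34 and the positive-arm list of -0.34, both inside the middle 95% of random lists, so a shift shared by these ages is not shown. Feeding and sampling time cannot be separated here, and they bear on other genes with a daily rhythm. With probes above background on all 6 arrays, where 3 output genes are left, the output median was 0.25.

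The count of 0 genes with a CR effect shared by the ages was compared with other splits of the arrays into 3 and 3. Since that count is 0, 10 of 10 splits give as many genes by construction, and the comparison says nothing about the count. With 10 splits chance could not be excluded at any count. In 4 splits at least 1 gene passed, at most 17. In those splits both pools of a pair of ages lie on the same side, so that 1 age alone informs the difference.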
